A study of Mus musculus with 598 samples.

How the data were processed

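Single cells sorted for a Mesp1-GFP reporter from mouse embryos were sequenced as 1 library per cell, per the labels. The labels give 172 wild type cells at E6.75, 85 knockout cells at E6.75 and 341 wild type cells at E7.25. They name no embryo, litter or pool, and they do not name the targeted gene beyond the reporter. The protocol text in the labels describes a plate-based whole-transcript method with Nextera XT libraries and Illumina sequencing. It also speaks of adult bone marrow cells sorted by flow cytometry, which does not match the embryonic samples, so a list of bone marrow genes was included.

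The deposited values are raw read counts per gene, 1 column per cell, with no normalization by the authors that the values show. Reads were aligned with GSNAP and counted with HTSeq 0.5.3p3 on build mm10, per the submitters' processing notes. The parameters, the gene annotation release, the strand setting and any cells left out before deposit are not given in the sources used here. The library method marks no molecules, so duplicate reads were counted. The table holds 40912 genes, of which 40254 identifiers matched a symbol in GENCODE M21 (GRCm38, the same assembly as mm10), and 0 columns had no sample. Coordinates are from that annotation.

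Cells needed at least 100000 reads on genes and 2000 genes, which removed 0 cells. Each cell's depth lay between 101895 and 14159574 reads, so a gene at the level of 1 read in the shallowest cell is not measured reliably there. Reads were summed over the cells of a group and scaled to CPM by the total on genes. Log2 ratios are of CPM with 1 CPM added, which understates differences of low genes. The deepest cells weigh most in a sum: the 8 deepest knockout cells gave 35.3% of the knockout reads, and the deepest 17 and 34 wild type cells gave 24.7% at E6.75 and 24.3% at E7.25. For shares of cells and genes per cell, each cell was thinned at random to 100000 reads. Each group was treated as 1 sample, so no test was run and no p-value is given. The 95% intervals (exact Poisson and Clopper-Pearson) and the limit of 3 counts for a count of 0 cover counting error only. Both comparisons use the wild type cells at E6.75, so no correlation or overlap between them was computed.

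The 2 comparisons were knockout against wild type at E6.75 and E7.25 against E6.75 in wild type. The gene lists (31), cell type markers and rule for named genes were fixed before the data were examined. The rule takes Mesp1 and, per comparison and direction, the 12 genes with the largest difference in the mean of log2(CPM + 1) per cell. These needed at least 20 CPM and a read in 25% of cells in the higher group and a 2-fold ratio of summed CPM. Mitochondrial genes, Xist, Y-linked genes and predicted gene models were left out. Of each list, up to 4 members of at least 5 CPM with the largest log2 ratios were examples; other genes named were chosen after their values were seen. Some genes these rules took are not reported here. A list's median over members of at least 1 CPM was set beside 10000 random lists of the same size matched on expression in 20 bins. A list was said to stand apart below the 2.50 or above the 97.5 percentile, over a family of 62 list medians. Some lists share members, so their medians are not all separate results.

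Library sets are not named in the labels and were found in the data. The labels list the wild type cells of each stage in 2 runs, and the first runs are as long as set 1. A cell was put in library set 1 when it had reads of at least 5 of 8 genes (Hoxd13, Sox3, Vax1, Six3, Pou3f3, Kcnk12, Dusp15 and Foxe1). Set 1 held 341 cells (83 wild type at E6.75, 85 knockout and 173 at E7.25) and set 2 held 257 (89 and 168). Cells with Y-linked reads, 197 in set 1, had a sum over 3 Y-linked genes above 3 CPM. Clusters were made within each group from the 2000 most variable genes, 20 principal components and 15 neighbours at resolution 1. A cluster was named from at least 3 markers at a 2-fold ratio, and only where its 10 leading genes held more markers of that list than of any other, a condition added after the clusters were seen. No doublet caller was run.

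Alternatives chosen before the data were examined were no or a stricter cell filter (500000 reads and 4000 genes), means per cell, TMM factors from edgeR and median-of-ratios factors from DESeq2, 10 CPM added, mitochondrial genes left out of library sizes, thinning, other minimums on list members and named genes, and other settings of clustering, co-detection and thinning. edgeR and DESeq2 gave these scaling factors only. The alternatives added later were the library sets, the cells with or without Y-linked reads, lists without the genes that separate the sets, clustering with genes centred within sets, and the stage comparison without the E7.25 cells of a definitive endoderm and axial-like cluster. In every scaling the log2 ratio of the median gene lay within 0.1 of 0.

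The steps were tested on simulated counts of all genes. Known differences were planted in 100 genes per fold size, drawn from 7164 genes of at least 20 CPM. All planted genes had the right direction in both comparisons. For the knockout comparison, 97% of 2-fold and 97% of 4-fold genes lay within 0.5 of the planted log2 ratio, and for the stage comparison 99% and 100%. Of 100 unchanged lists, 3 and 5 passed a percentile limit in the knockout and stage comparisons. These lists were drawn from simulated genes and were not sets of related markers. How often marker lists pass without a group difference was not tested. All 170 simulated cells fell in a cluster led by their own population. A population split over several clusters also passes this score, so it does not test the number of clusters. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.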

Results

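RNA sequencing libraries of 598 single mouse cells were compared, all sorted as positive for a Mesp1-GFP reporter during gastrulation. Mesp1 is a transcription factor switched on in the first mesoderm cells that leave the primitive streak. The 3 groups were wild type cells at E6.75 (28.8% of all cells), 85 knockout cells at E6.75 (14.2%) and wild type cells at E7.25 (57.02%). Each deposited library is 1 cell, and the labels name no embryo, litter or pool. Each group was therefore treated as 1 sample, with no test between groups, no p-value and no replicate check. The median cell had 1088120 reads on genes in wild type at E6.75, 940161 in knockout and 1377890 at E7.25, over a range of 101895 to 14159574. Intervals are 95% intervals, exact Poisson for summed reads and exact Clopper-Pearson for shares of cells. They cover counting error only, since reads without molecular identifiers are not independent molecules.

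The cells fell into 2 library sets that the labels do not name and that were found in the data. The labels list the wild type cells of each stage in 2 runs, and the first run is as long as set 1. All 8 of Hoxd13, Sox3, Vax1, Six3, Pou3f3, Kcnk12, Dusp15 and Foxe1 had reads in 57.02% of the cells, and each remaining cell had reads of 4 or fewer of them. Library set 1, the cells with all 8, held all 85 knockout cells, 83 wild type cells at E6.75 and 28.9% of all cells as wild type at E7.25. Library set 2 held 89 wild type cells at E6.75 and the remaining cells at E7.25, 28.1% of all. Median depth was 792889 reads in set 1 and 2079710 in set 2. The Y-linked genes Eif2s3y, Uty and Kdm5d together were above 3 CPM, the reads of a gene relative to all reads on genes, in 57.8% of the cells of set 1 (52.3 to 63.1%). In set 2 they were so in 0 cells, which allows a share of up to 1.17%. Each comparison is given over all cells and within the sets, and the knockout can be compared only within set 1.

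In all, 94 genes were read in a share of cells at least 70 percentage points higher in set 1 than in set 2 at both stages. They included the neural factors Sox1 and En1. Set 1 cells were ordered by depth and split into 4 equal bins. The median cell in the shallowest bin had 2798 reads of these genes, and the median cell in the deepest bin had 3380. Total reads differed 5.75-fold between the same bins, and reads of genes matched on level 6.05-fold. In set 2 the median cell had 70 reads of the 94 genes.

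**Figure D1:**
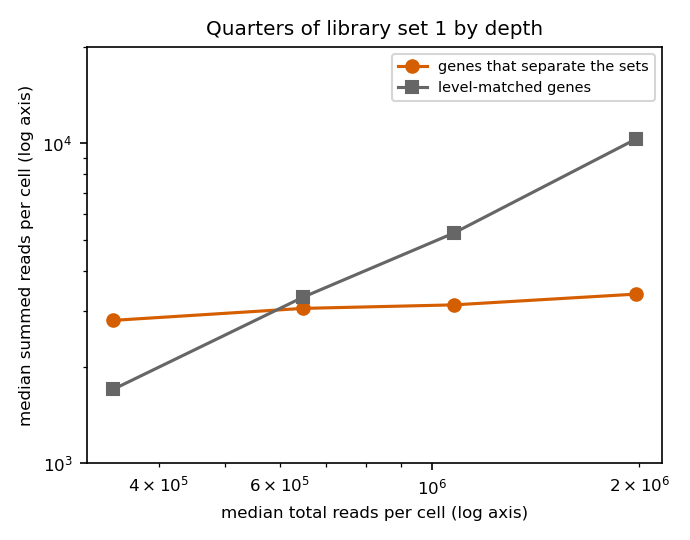
Median reads per cell (log axis) in each of 4 equal bins of library set 1 cells ordered by depth, for the 94 genes that tell the library sets apart and for genes matched on level. The 94 genes go from 2798 to 3380 reads while the matched genes go from 1704 to 10318.

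Mesp1 itself was read first, as a check of the labels (ENSMUSG00000030544, protein-coding, GRCm38 chromosome 7, 79792241 to 79793788, minus strand). The labels call cells knockout without naming the targeted gene. Mesp1 stood at 7.40 CPM (6.91 to 7.92) in knockout cells, against 432 CPM (429.7 to 434.8) in wild type cells at E6.75 and 531 CPM (529.1 to 532.9) at E7.25. The log2 ratio of knockout to wild type was -5.69, and -5.60 within set 1. On the scale of log2(CPM + 1) per cell, the mean was 2.57 ± 1.65 (SD over cells) in knockout and 8.16 ± 1.53 in wild type. A Mesp1 read was found in 82.4% of knockout cells (72.6 to 89.8%) and 99.4% of wild type cells (96.8 to 99.99%). After each cell was thinned to 100000 reads, these shares were 43.5% and 98.8%. Wild type shares set beside knockout shares, here and below, are over both library sets. At that depth the median wild type cell at E6.75 had 8342 genes with a read in set 2 and 6926 in set 1. Between the stages, the log2 ratio of E7.25 to E6.75 was 0.30, with 0.39 in set 1 and 0.25 in set 2.

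The knockout comparison asks which genes differ between reporter-positive cells of knockout and wild type embryos at E6.75. Genes of nascent mesoderm and of its later derivatives had fewer reads in knockout cells. Of 11 measured nascent mesoderm genes, 10 were lower, with a median log2 ratio of -1.65 over all cells and -1.50 within set 1. The list holds Mesp1 itself. Other leading members were Lefty2, an inhibitor of Nodal signalling (24.1 against 273.4 CPM), Phlda2 (93.1 against 559 CPM) and Rspo3, a WNT agonist (10.2 against 48.01 CPM), with log2 ratios within set 1 of -3.48, -2.49 and -1.83. All 8 measured paraxial and presomitic mesoderm genes were lower, with a median of -2.11 (-1.83 in set 1). They included the T-box factor Tbx6 at -2.41 (-2.30 in set 1) and the Notch ligands Dll1 at -2.37 (-2.40) and Dll3 at -2.23 (-2.10). The central 95% of 10000 random lists of matched expression reached from -0.36 to 0.21 for the first list and from -0.72 to 0.28 for the second.

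Extraembryonic mesoderm genes had a median of -1.44 (-1.27 in set 1), with 9 of 10 lower. Haemato-endothelial genes had a median of -1.52 (-1.25 in set 1), with 7 of 8 lower. Hand1, a factor of extraembryonic and cardiac mesoderm, was at 5.38 CPM in knockout and 67.8 CPM in wild type cells. Etv2, a master factor of the endothelial lineage, was at 17.9 CPM (17.1 to 18.7) against 143.1 CPM (141.6 to 144.5). Kdr, a VEGF receptor of endothelial progenitors, was at 11.3 against 87.2 CPM. Within set 1 the log2 ratios were -3.41 for Hand1, -3.53 for Etv2 and -2.84 for Kdr. Tbx3 was at 15.5 against 141.9 CPM, a log2 ratio of -3.12 that was -1.23 within set 1. Cardiac progenitor genes had a median of -0.83 (-0.78 in set 1), with 9 of 12 lower, Myl7 at -2.52 (-3.39), Tbx20 at -2.70 (-2.35) and Gata4 at -1.66 (-1.49).

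Genes reported as induced by Mesp1, several of them also on the lists above, had a median of -1.39 (-1.40 in set 1), with 13 of 16 lower. All 13 mesenchymal transition genes were lower, with a median of -0.96 (-0.86 in set 1). Zeb2 was at -2.26 (-1.47 in set 1), the receptor Pdgfra at -1.64 (-1.68), and the cadherins Cdh11 at -1.49 (-1.50) and Cdh2 at -1.48 (-0.88). The Notch list had a median of -1.62 (-1.23 in set 1), the BMP target list -0.63 (-0.56), and the anterior and pharyngeal mesoderm list -0.96 (-0.98), with 4 of 6, 7 of 10 and 9 of 11 lower. A p53 and apoptosis list had -0.91 (-1.24), with all 10 lower, led by Phlda3 at -1.79 (-1.95) and Ccng1 at -1.09 (-1.23). Each of these medians lay below the central 95% of its random lists, over all cells and within set 1. The cardiac median came within them with 10 CPM added (-0.19), the Notch median with no minimum on members (-0.046), and the pharyngeal median with every cell weighted equally (-0.51). The p53 median came within them with members of at least 10 CPM (-0.29), with cells thinned (-0.35) and in cells with Y-linked reads (-0.25), as did the BMP median in the latter (-0.33).

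Epiblast and pluripotency genes lay on the other side. Of 15, 13 were higher in knockout cells, with a median log2 ratio of 0.32 over all cells and 0.70 within set 1, above the random lists in both. With members of at least 10 CPM it was 0.23, within them. The epithelial list had a median of 0.20 over all cells, within its random lists, and of 0.70 within set 1, above them, as it was with every cell weighted equally (0.31), cells thinned (0.36) or 10 CPM added (0.16), and in set 1 cells with (0.51) and without (1.27) Y-linked reads. Cldn6, a claudin of embryonic epithelia, was at 124.4 CPM (122.3 to 126.4) in knockout and 43.4 CPM (42.6 to 44.2) in wild type. It was read in 90.6% against 61.05% of cells, or 74.1% against 42.4% after thinning. Nodal, a ligand needed for the streak, was at 89.4 against 38.5 CPM. Primitive streak genes had a median of -0.027 over all cells, within their random lists, and 0.29 within set 1, above them, but 0.15, within them, in set 1 cells with Y-linked reads, and 1.30 in those without. It also lay above them with every cell weighted equally (0.25) and with cells thinned (0.24). The Nodal pathway list went from 0.11 to 0.64 and the immediate early and stress list from 0.058 to 0.33 in the same way. The Nodal median also lay above its random lists with every cell weighted equally (0.25) and with cells thinned (0.24). With every cell weighted equally, the Nodal and streak medians were the same value. These lists share members and are not separate results. In set 1 cells with and without Y-linked reads, the Nodal median was 0.16, within its random lists, and 0.77, above them, and the stress median 0.80, above, and -0.44, within. The definitive endoderm and axial list turned from -0.59 over all cells, within its random lists, to 0.65 within set 1, above them, with 0.55, within them, in cells with Y-linked reads and 1.22 in those without. Mixl1, a streak homeobox gene, was at 1706 CPM in knockout and 1616 CPM in wild type cells, a log2 ratio of 0.079 that was 0.65 within set 1. Utf1, a pluripotency factor, was at 158.03 against 7.91 CPM (log2 ratio 4.25 in set 1). Of its knockout reads, 96.8% came from 5 cells of a cluster of 7 that gave 26.4% of all knockout reads. The S phase list had a median of 0.023, within its random lists. The G2/M list had 0.10, within them, and -0.14 in set 1, below them, but its median was -0.33, below, in set 1 cells with Y-linked reads and 0.20, above, in those without. The lists of FGF targets (-0.30), WNT targets (-0.22), posterior Hox and Cdx genes (-0.71), germ cell genes (-0.050), glycolysis (0.14) and retinoic acid (0.18) lay within theirs over all cells and within set 1. With every cell weighted equally the FGF median (-0.34) lay below its random lists and the retinoic acid median (0.39) above. With cells thinned FGF (-0.34) lay below and germ cell (0.43) above, and with no minimum on members posterior Hox (-0.61) lay below. Among set 1 cells without Y-linked reads, the S phase (0.18), germ cell (1.04) and WNT (0.60) medians lay above theirs and the glycolysis median (-0.36) below.

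A rule fixed before the data were examined ranked genes of at least 2-fold difference by the mean of log2(CPM + 1) per cell. The 12 genes it put lowest in knockout included Mesp1, Fgf3, Lefty2, Kdr, Dll3, Wnt5a, Pdgfra, Rasgrp3, Hs3st3b1, Phldb2 and Hand1. All 12 were at least 2-fold lower within set 1 too. Fgf3, a fibroblast growth factor of the streak (chromosome 7, 144838083 to 144844436, plus strand), was at 6.25 CPM (5.80 to 6.73) against 141.1 CPM (139.7 to 142.6). It was read in 40% of knockout cells (29.5 to 51.2%) and 86.6% of wild type cells (80.6 to 91.3%), and after thinning in 15.3% and 73.8%. The wild type shares are over both library sets. Wnt5a, a noncanonical WNT ligand, was at 1.98 against 45.7 CPM, with a log2 ratio of -3.22 in set 1, where Fgf3 had -4.46. Of the 12 genes it put highest, Cldn6, Nr1h5 and Nodal were above it within set 1, at log2 ratios of 2.10, 1.52 and 1.30. The other 9 (Hoxd13, Sox3, Foxf1, Vax1, Six3, Pou3f3, Dusp15, Kcnk12 and Foxe1) lay at log2 ratios of 1.01 to 1.07 over all cells and -0.42 to -0.33 within set 1. Each was read in all knockout cells and in 48.8 to 66.9% of wild type cells. All but Foxf1 and Vax1 are among the 94 genes, whose summed reads changed little with depth. In set 1 the median knockout cell had 2726 reads of the 94 genes, at a median depth of 940161. The median wild type cell at E6.75 had 2811, at 689539. Lower CPM of these genes in knockout can therefore follow depth, and is not read as lower expression. Ranked by the same rule within set 1 alone, which was chosen after seeing the data, the highest genes also included Tnfrsf12a at 2.99, the germline and pluripotency factor Prdm14 at 1.25 and Fst, an activin inhibitor, at 1.07. The neural ectoderm list, which holds Sox3, Six3 and Sox1, turned from 0.87 over all cells, with 3 of 5 higher, to -0.41 within set 1. It was -0.023 with no minimum on members, -0.99 in set 1 cells with Y-linked reads and 0.43 in those without. Sox3, Six3 and Sox1 are among the 94 genes, so the values of this list within set 1 can also follow depth.

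**Figure D2:**
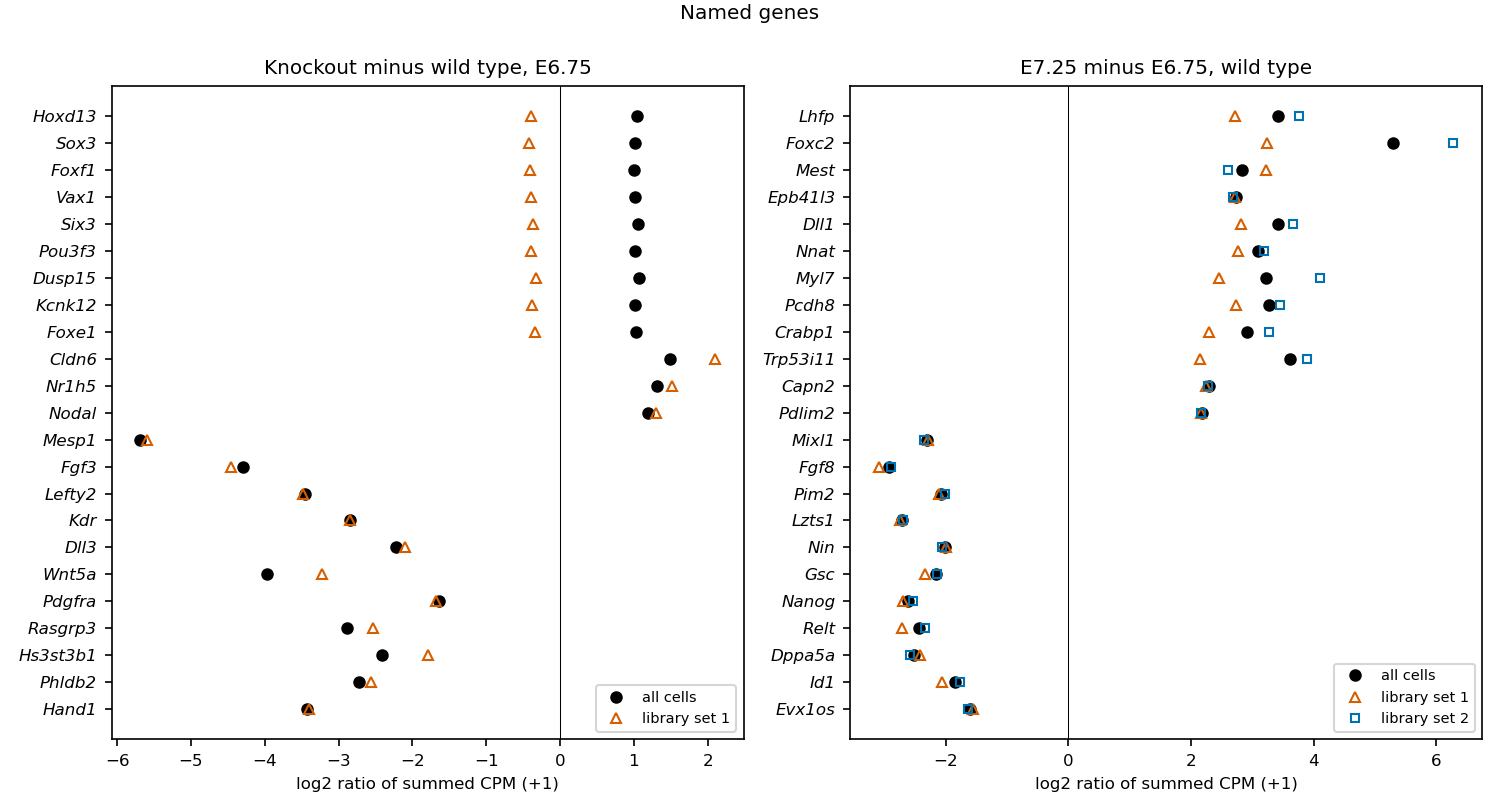
Log2 ratio of summed CPM (+1 CPM) on the horizontal axis for the genes named by the fixed rule that are reported here, knockout minus wild type at E6.75 on the left and E7.25 minus E6.75 wild type on the right. Filled circles are all cells, triangles library set 1 and squares library set 2. From Hoxd13 to Foxe1, 9 genes lie above 0 over all cells and below 0 within set 1.

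The stage comparison asks how wild type Mesp1-GFP cells at E7.25 differ from those at E6.75. Mesoderm subtype genes had more reads at E7.25, and streak and epiblast genes fewer. All 11 paraxial and presomitic mesoderm genes were higher, with a median log2 ratio of 1.82 (1.36 in set 1 and 1.84 in set 2). Dll1 was at 190.8 against 16.9 CPM, and Aldh1a2, an enzyme that makes retinoic acid, at 16.9 against 0.952 CPM. Cardiac progenitor genes had a median of 1.03 (0.86 in set 1 and 1.37 in set 2), with 12 of 14 higher. Among them Myl7, an atrial myosin light chain, was at 172.5 against 17.7 CPM and cardiac actin Actc1 at 41.4 against 5.84 CPM. Foxc2, a forkhead factor of paraxial mesoderm (chromosome 8, 121116171 to 121118895, plus strand), stood at 110.5 CPM (109.6 to 111.4) against 1.85 CPM (1.69 to 2.02). It was read in 78.01% of cells (73.2 to 82.3%) at E7.25 and in 6.40% (3.24 to 11.2%) at E6.75, or 55.4% and 4.65% after thinning.

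The nascent mesoderm list had a median of 0.90 (0.72 in set 1 and 1.06 in set 2), with 9 of 12 higher, led by Ripply2 at 4.79 and Hoxb1 at 2.83. The extraembryonic mesoderm list had 0.85 (1.17 and 0.71), with 10 of 11 higher, Ahnak at 2.19 and Bmp4 at 2.03, and the Notch list 1.26 (1.22 and 1.22), with 5 of 8 higher. The posterior Hox and Cdx list had 1.47 (0.95 and 1.46), with 4 of 7 higher and Cdx2 at 7.91 against 2.23 CPM. With no minimum on members its median was 0.24, within its random lists. The definitive endoderm and axial list had a median of 1.79 (1.02 and 1.31), with 9 of 10 higher and Cer1 at 151.8 against 15.04 CPM. Its members Foxj1 and Noto were read in 8.21% and 7.04% of E7.25 cells, and in 2.35% each after thinning. In set 1 cells without Y-linked reads this median was -0.58. Without the 8 E7.25 cells of a cluster named from markers of this list, described with the clusters, it was -0.45. Their cluster was chosen for these markers and no cells were left out at E6.75, so a fall was built in. The value shows how far the median rests on these cells, and not a difference between the stages. These cells held 49.9% of the E7.25 reads of Cer1, and without them Cer1 was at 78.2 CPM, Trh had a log2 ratio of -0.23 and Chrd 0.42. The mesenchymal transition list was also above its random lists at 0.38 (0.48 and 0.30), with 11 of 13 higher. So was the list of genes reported as induced by Mesp1 at 0.85 (0.53 and 1.06), with 14 of 17 higher. Over all cells this last median was the same value as that of the extraembryonic mesoderm list, so these are not separate results. In set 1 cells without Y-linked reads, the Notch (0.73), posterior Hox (0.46) and mesenchymal (0.31) medians came within their random lists.

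Other lists above their random lists over all cells came within them in a library set. The haemato-endothelial list had 0.49, with 9 of 11 higher, Lmo2 at 2.31 and Etv2 at -1.68, and lay within its random lists in set 1 (0.40) and in set 2 (0.39), as it did with every cell weighted equally (0.29). The anterior and pharyngeal mesoderm list (0.68) and the retinoic acid list (0.65) did so in set 1, at 0.37 and 0.35. Of their members, 11 of 14 and 6 of 8 were higher over all cells. The glycolysis median of 0.25, with 11 of 13 higher, was -0.017 in set 1 and 0.15 with cells thinned, within its random lists in both.

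Streak genes lay lower at E7.25, with 11 of 13 below E6.75 and a median of -0.86 (-1.22 in set 1 and -0.82 in set 2). Mixl1 (chromosome 1, 180693043 to 180697034, minus strand) was at 323.7 against 1616 CPM, and Fgf8, a growth factor of the streak, at 25.9 against 203.5 CPM. Nodal pathway genes had a median of -1.01 (-1.002 and -0.97), with 6 of 9 lower, Nodal itself at 2.90 against 38.5 CPM and Gsc, a factor of the anterior streak, at -2.16. Epiblast genes had a median of -0.38 (-0.57 and -0.59), with 11 of 15 lower and Nanog at 12.6 against 82.4 CPM, but -0.17, within its random lists, in set 1 cells without Y-linked reads. The BMP target list had -0.56 (-0.50 and -0.60), with 9 of 10 lower, led by Id1 at -1.85, and the germ cell list -0.86 (-0.68 and -0.97), with all 6 lower, led by Prdm14 at -2.95. In set 1 cells with Y-linked reads the germ cell median was -0.60, within its random lists. The p53 and apoptosis list had -0.25, but -0.82 in set 1 and 0.12 in set 2, with 7 of 10 lower over all cells. It came within its random lists with members of at least 10 CPM (-0.18), every cell weighted equally (-0.17) or cells thinned (-0.15). In set 1 cells with Y-linked reads the p53 median was 0.12, of the other sign. The G2/M list had -0.14, and -0.060 and -0.084 within the sets, where it lay inside its random lists, as it did with every cell weighted equally (-0.087) and with cells thinned (-0.088). Its median was 0.28, above them, in set 1 cells without Y-linked reads. The S phase list (0.075) and the lists of FGF targets (-0.0028), WNT targets (0.044) and neural ectoderm (0.17) lay within theirs over all cells and within both sets. The FGF median was 0.49, above, in set 1 cells with Y-linked reads and -0.32, below, in those without, and WNT (0.79) lay above in the former and neural ectoderm (0.92) in the latter. The epithelial list had 0.10 and the immediate early and stress list 0.00044, within theirs over all cells, but in set 1 they had 0.64, above, and -0.42, below. Without the same 8 cells, left out at E7.25 only, the epithelial median was -0.69. Their cluster was led by Cldn6, a claudin of embryonic epithelia, so a fall was built in here too.

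By the fixed rule the genes highest at E7.25 were Lhfp, Foxc2, Mest, Epb41l3, Dll1, Nnat, Myl7, Pcdh8, Crabp1, Trp53i11, Capn2 and Pdlim2. Those lowest included Mixl1, Fgf8, Pim2, Lzts1, Nin, Gsc, Nanog, Relt, Dppa5a, Id1 and Evx1os. All 12 of the first and all 12 of the second were at least 2-fold apart in the same direction within both sets. Mest, an imprinted gene of mesoderm, was at 532 against 73.7 CPM, and Crabp1, a retinoic acid binding protein, at 185.6 against 23.7 CPM. Dppa5a has near-identical copies in the genome, so its reads are uncertain. Evx1os is antisense to the Evx1 locus, so its reads are uncertain without a stated strand setting.

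**Figure D3:**
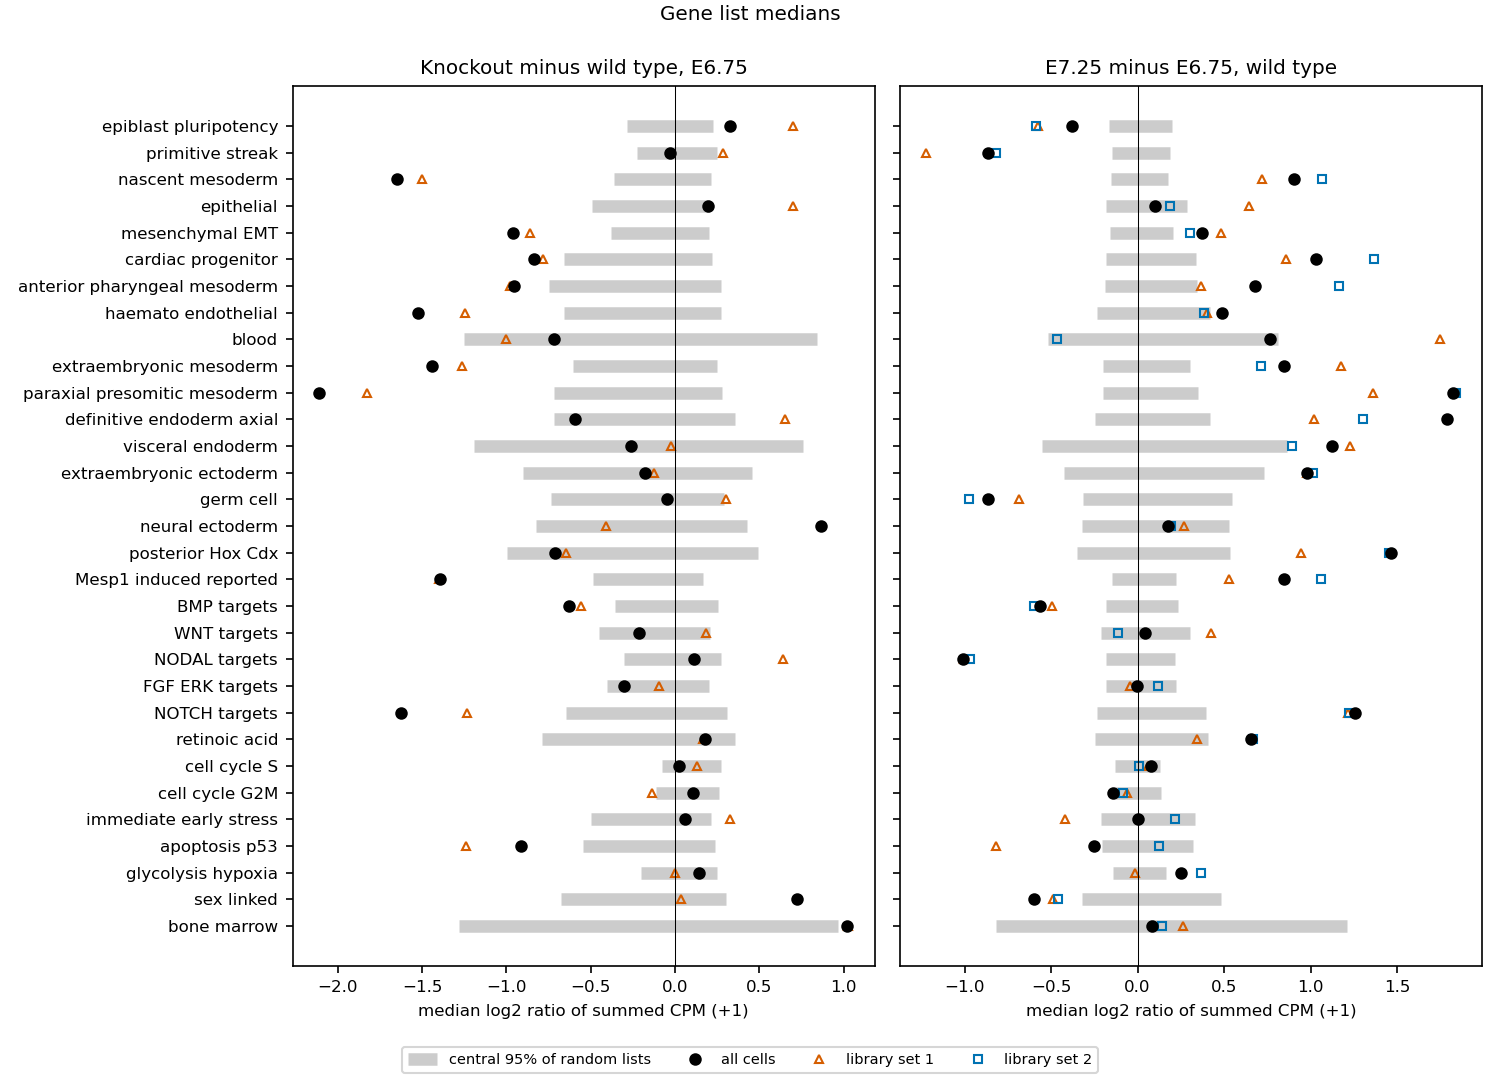
Median log2 ratio of summed CPM (+1 CPM) on the horizontal axis for each fixed gene list, knockout minus wild type at E6.75 on the left and E7.25 minus E6.75 wild type on the right. Filled circles are all cells, triangles library set 1, squares library set 2, and grey bars the central 95% of 10000 random lists matched on expression. Nascent mesoderm lies at -1.65 on the left and 0.90 on the right.

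Markers of other cells that a sort could carry were mostly near the floor. Of 12 visceral endoderm genes, 3 reached 1 CPM in either group of the stage comparison, with a median of 1.13, above its random lists, and Dab2 at 28.5 against 12.5 CPM. With members of at least 10 CPM it was 0.93, within them, as it was in set 1 cells without Y-linked reads (1.37). Of 10 extraembryonic ectoderm genes, 5 did, with a median of 0.98 that was -0.049 with members of at least 10 CPM, 0.0048 with no minimum and -0.23 in set 1 cells without Y-linked reads. Its member Cdkn1c, which mesoderm also expresses, was at 72.5 against 26.5 CPM. Of 11 blood genes, 4 did, with a median of 0.77, within its random lists, and 1.75 in set 1, above them (2.39 in its cells without Y-linked reads, also above). Its member Gata2 was at 11.4 against 11.7 CPM. In the knockout comparison the visceral endoderm (-0.26), extraembryonic ectoderm (-0.18) and blood (-0.72) medians lay within their random lists. The blood median lay below them with every cell weighted equally (-1.40) and with members of at least 10 CPM (-2.56). Of 11 bone marrow genes, listed because the labels' protocol text describes marrow cells, 2 reached 1 CPM. Their median was 1.02 in the knockout comparison, just above the random lists, and 0.30, within them, with 10 CPM added, and -0.020 with no minimum on members. Within set 1 it was 1.03, within the random lists there, and between the stages 0.086, also within them. Cd34, 1 of them, was at 5.44 against 2.14 CPM. The sex-linked list stood at 0.73 in the knockout comparison but at 0.037 within set 1, and at -0.60 between the stages but at -0.46, within its random lists, in set 2. Its sign turned in parts of set 1. In the knockout comparison it was -0.27 in set 1 cells with Y-linked reads. Between the stages it was 0.50 in set 1 cells without Y-linked reads, and within its random lists in those with them.

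Clustered within each group as planned, the cells parted by library set. Of the wild type cells, 100% at E6.75 and 97.7% at E7.25 were in clusters with at least 95% of their cells from 1 set. With each gene centred within its set, an alternative chosen after seeing the data, these shares were 0% and 13.8%. The centred clustering gave 12 clusters at E7.25. An extraembryonic mesoderm-like cluster of 35 cells, 10.3% of the group (7.254 to 13.98%), was led by Bmp4 (316.3 CPM against 18.4 CPM in the other cells), Stard8 and Etv2. An epiblast-like cluster of 35 cells was led by Cldn6 (482 against 4.21 CPM), by Trh and Cer1, which are endoderm markers, and by Pim2. Both held cells of each set. The second held all 8 cells of a definitive endoderm and axial-like cluster of the planned clustering, 4 of each set, led by Cldn6, Trh, Cer1 and Chrd. Without them its other 27 cells had Cldn6 at 119.96 CPM, Trh at 56.7 CPM, Cer1 at 80.5 CPM (against 66.6 CPM in the other clusters) and Pim2 at 336.3 CPM. The remaining clusters had no name, since their leading genes held as many or more markers of another list, or they had too few markers. One of 29 cells, led by Hoxb1 (656 against 42.1 CPM), Nkx1-2, Wnt3a and T with Tbx6 and Msgn1 behind them, held cells of set 2 only. So did another of 18 cells, led by Alx1, Stra6, Crabp2 and Tcf15. A cluster of 12 cells, led by Cyp2s1, Cdx4 and Cdx2, held 11 cells of set 1. One of 33 cells, led by Tbx3, Kdr and Mixl1, held 31 cells of set 2. Clusters almost wholly of 1 set can reflect that set and not a cell type.

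**Figure D4:**
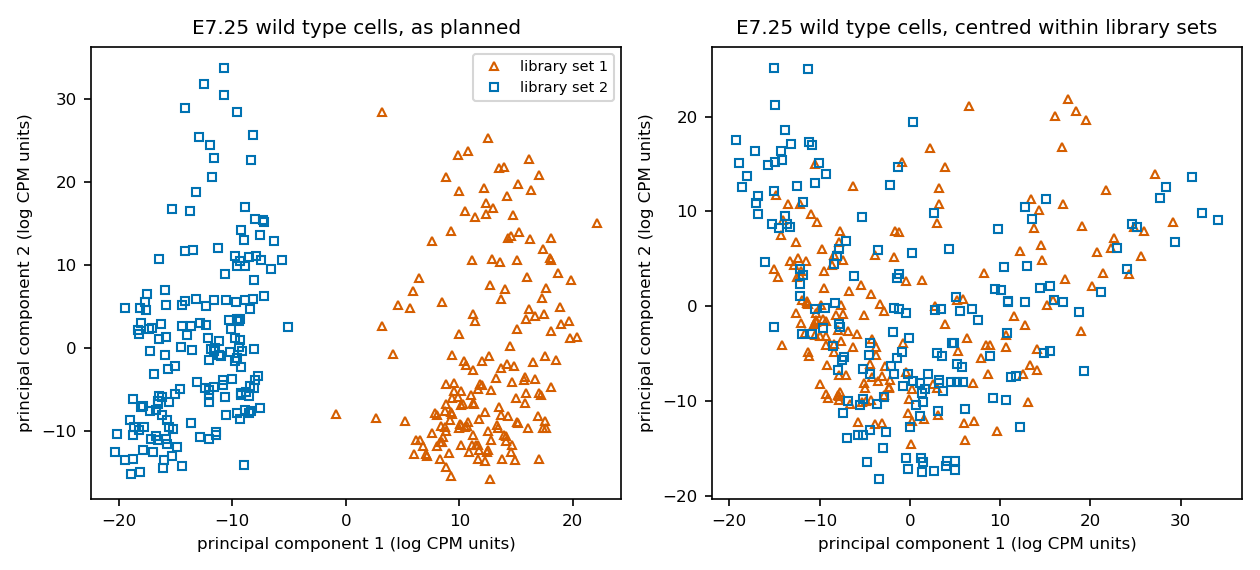
The first and second principal components (log CPM units) of the wild type cells at E7.25, as planned on the left and with each gene centred within its library set on the right. Each point is a cell, triangles for library set 1 and squares for library set 2, and the sets separate on the first component only on the left.

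At E6.75 the centred clustering of wild type cells gave 6 clusters, none of which passed the rule for a name. A cluster of 24 cells, 13.95% of the group (9.15 to 20.05%), was led by Etv2 (695 against 41.4 CPM), Dusp2, Exoc3l and Kdr. Its 10 leading genes held 2 extraembryonic mesoderm and 2 haemato-endothelial markers. Hand1 was at 194.6 CPM in it and 40.999 CPM in the other cells. Another of 32 cells was led by the epiblast gene Fgf5 (229.2 against 37.4 CPM). The knockout cells gave 6 clusters, also without a name. One of 7 cells was led by Utf1, Wfdc2 and Eras, and its median depth was 5498090 reads. No doublet caller was run, so cells of such depth can hold more than 1 cell. Of set 1 cells with Y-linked reads, 39 of 49 knockout cells had no Xist above 3 CPM. In wild type these were 44 of 53 at E6.75 and 90 of 95 at E7.25. The other cells had both, and whether they hold more than 1 cell was not tested. Cluster sizes were not compared between groups.

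The co-detection of genes of different lineages was set beside the share that their separate shares predict. After thinning, Pou5f1 and Mesp1 were both read in 93.8% of E7.25 cells (90.7 to 96.1%), where independence predicts 93.9%. Etv2 and Tbx6 were both read in 30.5% of E7.25 cells (25.7 to 35.7%) against 33.8% predicted. With at least 10 reads of each gene they were read together in 0 cells, which allows a share of up to 0.880%, against 1.46% predicted. At the same minimum Cdh1 and Snai1 stood at 2.05% (0.829 to 4.18%) against 4.91%, and at 21.1% against 22.2% with 1 read or more. Hand1 and Foxc2 were read together in 16.7% of E7.25 cells (12.9 to 21.1%) against 22.9% predicted. The same pair stood at 16.2% against 21.3% in set 1 and 17.3% against 24.2% in set 2. With all reads it stood at 57.2% against 58.3%, and with at least 10 reads of each gene after thinning at 0.587% against 5.42%. Etv2 was read with Nkx2-5 in 8 cells and with Tbx5 in 6, too few to set apart from the predicted shares of 1.32% and 1.02%. Foxc2 was read in 0% of thinned knockout cells, so its co-detection with Hand1 could not be assessed there.

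At the common depth of 100000 reads, the median cell had 6913 genes with a read in knockout (SD 608), 7820 in wild type at E6.75 (SD 917) and 7689 at E7.25 (SD 833). Without thinning the medians were 9514, 10390 and 10434. Within set 1 the thinned medians were 6913 in knockout and 6926 in wild type cells of the same day, so the gap seen over all cells was not there within the set. No cell was left out at this depth.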

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

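Tests of library sets, of cells with or without Y-linked reads, of lists without the genes that separate the sets, of clustering centred within sets and of leaving out endoderm-like cells were chosen only after the results were seen, and all others before. No paired analysis was possible because the numbers in the labels count single cells and name no embryo, and no comparison came from a test between samples. Depth limits the shares of cells with a read, which are given with and without thinning, and the 8 deepest knockout cells gave 35.3% of the summed knockout reads. Leaving out the cell filter tested nothing, since it removed 0 cells, and is not counted. Nor are the list medians under TMM scaling, median-of-ratios scaling or library sizes without mitochondrial genes, since 1 factor per group moves all genes alike. The knockout had no value in library set 2, which holds no knockout cell. Under the other alternatives chosen before, 90.8% of 370 list medians kept their side of the random lists, 17 came within them, 14 left them and 3 that had stood apart changed sign. The sign also differed for 16 of those that kept their side and 3 of those that left, all with main medians within the random lists. Of the single named genes, 41.3% of values stayed within counting error, 58.7% moved beyond it, and 0 changed sign. Under those chosen after, 77.1% of list medians kept their side, 28 came within their random lists, 30 left them and 13 that had stood apart changed sign, with 20 and 13 further sign differences of the same kinds. Of the single gene values, 31 stayed within counting error, 74.1% moved and 18 changed sign. Those that changed sign were set 1 values of genes from Hoxd13 to Foxe1. Most of these genes are among the 94 whose CPM can follow depth. Values below are median log2 ratios of the lists and log2 ratios of the genes that moved. The cause was not tested for any of them unless the alternative itself removes cells or genes.

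With no minimum on list members, in the knockout comparison, within their random lists lay Notch -0.046, and outside theirs posterior Hox -0.61, and of the other sign neural ectoderm -0.023 and bone marrow -0.020. Between the stages, within their random lists lay extraembryonic ectoderm 0.0048 and posterior Hox 0.24. With list members of at least 10 CPM, in the knockout comparison, within their random lists lay epiblast 0.23 and p53 -0.29, and outside theirs blood -2.56. For E7.25 against E6.75, within their random lists lay visceral endoderm 0.93 and p53 -0.18, and of the other sign extraembryonic ectoderm -0.049. With every cell weighted equally, in the knockout comparison, Mesp1 had -5.33, and within their random lists lay pharyngeal -0.51, and outside theirs streak 0.25, epithelial 0.31, blood -1.40, Nodal 0.25, FGF -0.34 and retinoic acid 0.39. In the stage comparison, Mesp1 had 0.39, and within their random lists lay haemato-endothelial 0.29, G2/M -0.087 and p53 -0.17. With 10 CPM added before log2, in the knockout comparison, Mesp1 had -4.67, and within their random lists lay cardiac -0.19 and bone marrow 0.30, and outside theirs epithelial 0.16. With cells thinned to 100000 reads, in the knockout comparison, Mesp1 had -5.49, and within their random lists lay p53 -0.35, and outside theirs streak 0.24, epithelial 0.36, germ cell 0.43, Nodal 0.24 and FGF -0.34. For E7.25 against E6.75, Mesp1 had 0.39, and within their random lists lay G2/M -0.088, p53 -0.15 and glycolysis 0.15. With TMM scaling, in the stage comparison, Mesp1 had 0.27. With median-of-ratios scaling, in the stage comparison, Mesp1 had 0.25. With mitochondrial genes left out of library sizes, in the stage comparison, Mesp1 had 0.27.

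In library set 1, in the knockout comparison, within their random lists lay sex-linked 0.037 and bone marrow 1.03, and outside theirs streak 0.29, epithelial 0.70, definitive endoderm 0.65, Nodal 0.64, G2/M -0.14 and stress 0.33, and of the other sign neural ectoderm -0.41, and genes of the other sign were Hoxd13 -0.39, Sox3 -0.42, Foxf1 -0.41, Vax1 -0.40, Six3 -0.37, Pou3f3 -0.40, Dusp15 -0.33, Kcnk12 -0.38 and Foxe1 -0.33. Between the stages, Mesp1 had 0.39, and within their random lists lay pharyngeal 0.37, haemato-endothelial 0.40, retinoic acid 0.35 and G2/M -0.060, and outside theirs epithelial 0.64, blood 1.75 and stress -0.42, and of the other sign glycolysis -0.017. In library set 2, in the stage comparison, Mesp1 had 0.25, and within their random lists lay haemato-endothelial 0.39, G2/M -0.084 and sex-linked -0.46, and of the other sign p53 0.12. In set 1 cells with Y-linked reads, in the knockout comparison, Mesp1 had -5.42, and within their random lists lay BMP -0.33, p53 -0.25 and bone marrow 1.23, and outside theirs epithelial 0.51, G2/M -0.33 and stress 0.80, and of the other sign neural ectoderm -0.99 and sex-linked -0.27, and genes of the other sign were Hoxd13 -0.99, Sox3 -0.99, Foxf1 -1.06, Vax1 -1.03, Six3 -1.01, Pou3f3 -0.97, Dusp15 -0.995, Kcnk12 -0.98 and Foxe1 -0.89. In the stage comparison, Mesp1 had 0.46, and within their random lists lay pharyngeal 0.15, haemato-endothelial 0.23, germ cell -0.60, retinoic acid 0.47, glycolysis 0.0082 and sex-linked -0.45, and outside theirs epithelial 0.44, WNT 0.79 and FGF 0.49, and of the other sign p53 0.12. In set 1 cells without Y-linked reads, in the knockout comparison, Mesp1 had -5.95, and within their random lists lay neural ectoderm 0.43, sex-linked 0.44 and bone marrow 0.44, and outside theirs streak 1.30, epithelial 1.27, definitive endoderm 1.22, germ cell 1.04, WNT 0.60, Nodal 0.77, S phase 0.18, G2/M 0.20 and glycolysis -0.36. Between the stages, Mesp1 had 0.27, and within their random lists lay epiblast -0.17, mesenchymal 0.31, pharyngeal 0.46, visceral endoderm 1.37, posterior Hox 0.46, Notch 0.73 and retinoic acid 0.085, and outside theirs epithelial 0.75, blood 2.39, neural ectoderm 0.92, FGF -0.32 and stress -0.96, and of the other sign definitive endoderm -0.58, extraembryonic ectoderm -0.23, G2/M 0.28, glycolysis -0.17 and sex-linked 0.50. With the genes that separate the sets left out of the lists, in the knockout comparison, of the other sign neural ectoderm -0.87. This took Sox3, Six3 and Sox1 out of 5 measured neural ectoderm members, so few were left. Only the 94 genes were left out. Foxf1 and Irx3, which were among the leading genes of a cluster of set 1 cells at E6.75, stayed in their lists. Without the endoderm-like cells, in the stage comparison, Mesp1 had 0.34, and outside theirs epithelial -0.69, and of the other sign definitive endoderm -0.45. These cells were chosen by endoderm markers and left out at E7.25 only. The falls of these list medians were therefore built in and are not stage results.

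Among the other values, the median number of genes per cell at 250000 reads was 8854 in wild type at E6.75, 8000 in knockout and 8753 at E7.25. With 5 or more reads required it was 4423.5, 4081 and 4430. The median ratio of observed to predicted co-detection with 10 or more reads was 0.909 in knockout and 0.802 at E7.25. At a resolution of 0.5 the clusters numbered 3 in wild type at E6.75, 2 in knockout and 5 at E7.25. At 1.5 they numbered 8 in wild type at E6.75 and 11 in knockout. With all groups clustered together the knockout cells fell in 2 clusters, which also held 15 and 17 wild type cells. With genes centred within sets, 0% of wild type cells at E6.75 and 13.8% at E7.25 were in clusters of 1 library set, since centring removes the mean difference between sets.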

Other observations

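The tests of the 94 genes, of the library set, of lost Y-linked reads, of sex and of stage were chosen only after the results were seen, since all use the library sets, and the bounds for sex and stage were set before their own values were computed.

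Single targets of WNT and FGF signalling lay on both sides in knockout against wild type cells. Lef1, a nuclear effector of WNT signalling, was at 42.97 against 100.8 CPM in knockout and wild type, and Nkd1, a WNT feedback inhibitor, at 27.5 against 57.1 CPM. Their log2 ratios of -1.21 and -1.03 were -0.83 and -0.57 within set 1. The WNT list itself lay at -0.76 in set 1 against set 2 among wild type cells at E6.75, below its random lists. Between these sets the streak (-0.56), epithelial (-0.66), mesenchymal (-0.52), definitive endoderm (-1.08) and posterior Hox (-0.95) lists also lay below theirs. The pharyngeal (0.46), neural ectoderm (3.88) and sex-linked (4.02) lists lay above. Of the 8 WNT targets measured 4 were higher in knockout cells, among them Dkk1, a secreted WNT inhibitor, at a log2 ratio of 0.11 that was 1.02 within set 1. The growth factors Fgf5 and Fgf8 had more reads in knockout cells, at 152.4 against 79.8 CPM and 307.8 against 203.5 CPM, while Dusp4, an ERK phosphatase, was at 6.34 against 20.8 CPM. Within set 1 their log2 ratios were 0.99, 0.96 and -0.89. Of the 12 FGF targets measured, 8 were lower in knockout cells over all cells and 4 were higher. The medians of these lists, -0.22 for WNT and -0.30 for FGF, lay within their random lists. The FGF median lay below them with every cell weighted equally (-0.34) and with cells thinned (-0.34), and the WNT median above them in set 1 cells without Y-linked reads (0.60).

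The summed reads of the 94 genes, which were read in far more cells of library set 1 than of set 2, did not scale with depth. Transcripts of the cells themselves would give more reads in deeper cells, but these genes together had only 1.21-fold more in the deepest than in the shallowest bin, against 6.05-fold for level-matched genes. Hoxd13 and Sox3, at means of 1454 and 1274 CPM in set 1, weighed most in this sum, so the fold need not hold for each gene. A candidate explanation is a repeat sequence that came with the library and aligned to genes that hold it. A run of at least 7 GCN triplets lay in 55.4% of 92 of the genes (44.7 to 65.8%). It lay in 8.70% of genes matched on GC content and length, but not on gene class (3.83 to 16.4%). The 41 genes without the run stay unexplained, and no biological explanation other than transcripts of the cells themselves was tested.

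Nascent mesoderm genes were lower in knockout cells, and the library set does not account for it, since their median was -1.50 within set 1. A different share of male and female cells does not either, since the median was -1.43 in set 1 cells with Y-linked reads and -1.65 in those without. Knockout cells at an earlier stage of the same course and a loss of these genes at the same stage cannot be told apart. Genes lower at E7.25 in set 2 had a median log2 ratio of 0.158 in knockout against wild type cells of set 1 (quartiles -0.24 and 0.63), between the bounds set for it. Genes higher at E7.25 had -0.65 (quartiles -1.22 and -0.030), on the side an earlier stage needs. Summed reads also cannot separate fewer reads per cell from a different mix of cells, and cluster sizes were not compared between groups.

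No cell of library set 2 had the Y-linked genes above 3 CPM. Loss of Y-linked reads in the processing of that set is argued against by Xist, which was missing in only 7.004% of its cells (4.20 to 10.8%), against 55.7% in set 1. Set 2 may hold cells of female embryos only, and no biological explanation was tested, since the labels give no sex.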
